# Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast

**DOI:** 10.1371/journal.pone.0088801

**Published:** 2014-02-12

**Authors:** Zvi Tamari, Dalia Rosin, Yoav Voichek, Naama Barkai

## Abstract

Cells adapt to environmental changes through genetic mutations that stabilize novel phenotypes. Often, this adaptation involves regulatory changes which modulate gene expression. In the budding yeast, ribosomal-related gene expression correlates with cell growth rate across different environments. To examine whether the same relationship between gene expression and growth rate is observed also across natural populations, we measured gene expression, growth rate and ethanol production of twenty-four wild type yeast strains originating from diverse habitats, grown on the pentose sugar xylulose. We found that expression of ribosome-related genes did not correlate with growth rate. Rather, growth rate was correlated with the expression of amino acid biosynthesis genes. Searching other databases, we observed a similar correlation between growth rate and amino-acid biosyntehsis genes in a library of gene deletions. We discuss the implications of our results for understanding how cells coordinate their translation capacity with available nutrient resources.

## Introduction

Phenotypic diversity results from genetic changes that modify gene function or gene expression. In some cases, a phenotype can be clearly traced back to the genotype, for example when a specific metabolic enzyme is lost. More often, however, phenotypic differences are harder to explain based on the available genotypes, particularly when comparing related strains or species, in which case, phenotypic differences likely arise from changes in gene regulation [1]. Genome-wide expression profiling revealed significant differences in the transcription program of closely related strains or species, but the phenotypic consequences of the majority of the expression differences remains poorly understood.

Budding yeast provide a promising model for studying the relationship between gene expression and cellular phenotype. Mapping of the yeast expression program under a wide spectrum of conditions revealed a tight link to major phenotypic aspects, including growth rate and metabolic fluxes. Cell growth rate, for example, can be predicted from the expression of ribosome-associated genes [2], [3], [4], [5], including genes coding for ribosomal proteins (RP) and ribosomal RNA biogenesis (Ribi). Expression of genes associated with the environmental stress response (ESR) also correlates with cell growth rate [6], [7], [8], [9], [10], [11]. Similarly, metabolic genes involved in respiratory functions are repressed when cells are presented with a fermentable carbon source, but their expression increases when cells respire. However, whether phenotypic diversity among related budding yeast strains and species is similarly reflected in their gene expression program is not known.

Recent work revealed certain aspects of gene expression modulation that are conserved across different environments and across related strains. First, genes whose expression is highly responsive to changes in the environment diverge more rapidly between strains or species [12], [13]. This set of rapidly-diverging genes is characterized by a so-called Occupied Proximal Nucleosome promoter structure that lacks a defined nucleosome-free region and displays a TATA binding site [14], [15]. In addition, functionally related genes tend to change in a coordinated manner, both when compared across environments and when compared between related strains or species [12], [16], most likely reflecting the abundance of trans-mutations affecting environmentally-sensitive regulators [15].

To examine whether expression-phenotype relationships that hold across different environmental conditions are maintained also when comparing related strains or species, we measured gene expression, growth rate and ethanol production of twenty four natural isolates of the budding yeast. We first provided cells with glucose, their optimal carbon source. Under these conditions, diversity in growth rate and ethanol production was rather limited, thereby limiting the ability to define any correlation with gene expression.

To increase phenotypic diversity, we provided cells with the naturally-rare pentose xylulose. We observed no inter-strain correlation between growth rate and ribosome-related gene expression. Examining for other gene groups whose expression correlated with growth rate, we identified the amino-acid biosynthesis gene group, the expression of which was inversely correlated with growth rate on xylulose. This correlation was also observed when examining a large dataset of deletion mutants and drug perturbations, but not detected when growth rate was varied through growth in multiple environments.

Together, our results show that major phenotypic differences between related strains are not reflected in their gene expression program, suggesting that regulatory mechanisms triggered when cells are shifted between environments are distinct from regulatory changes selected during long-term evolution.

## Results

### Inter-strain diversity in growth increases when cells are grown on xylulose

We previously mapped the expression differences between representative strains of *S. cerevisiae* and *S. paradoxus* [12], [15]. In this study, we extended this analysis by collecting twenty-four fully sequenced budding yeast strains collected from diverse habitats and geographical origins (**Table S1**). To increase diversity, we considered twelve strains classified as *S. cerevisiae*, and twelve classified as *S. paradoxus*. The two species diverged ca. 5 MYrs ago, but are phenotypically similar and retained practically the same set of genes, with 85% and 70% average identity in coding and non-coding regions, respectively. The inter-strain sequence polymorphisms range from about 1 to 10 mutations per 1000 base-pairs.

We began by examining growth on rich media containing glucose, the optimal carbon source for budding yeast. All strains grew rapidly, with little inter-strain variation in growth rate (std/mean = 0.13), and produced ethanol at a level close to the theoretical maximum (**Fig. 1A,B** and **Table S1**). The lack of diversity between strains during growth on glucose limits the ability to reliably define any relationship between growth rate and gene expression. We therefore sought for conditions in which inter-strain phenotypic variation is more pronounced.

**Figure 1:**
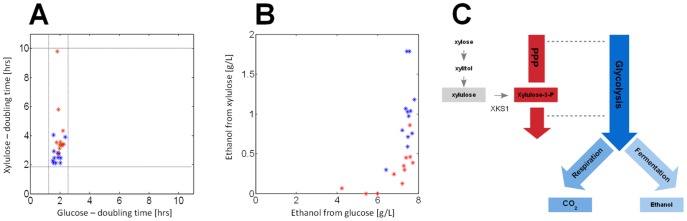
Phenotypic diversity during growth on glucose or xylulose. (A,B) Doubling times (A) and ethanol production levels (B) of all wt *S. cerevisiae* (blue) and *S. paradoxus* (red) yeast strains in our collection during growth on glucose vs. growth on xylulose. Dashed lines in (A) delimit the boundaries of doubling times for each carbon source. (C) Schematic representation of xylulose metabolism. Intracellular xylulose is phosphorylated to xylulose-5-phsophate, an intermediate of the PPP. The sugar phosphate is metabolized via the PPP and subsequently enters glycolysis through two common metabolic intermediates shared by these pathways – Fructose-6-phosphate and Glyceraldehyde-3-phosphate.

Budding yeast cannot utilize pentoses such as xylose or arabinose, due to insufficient activities of the enzymes converting them into xylulose-5-Phosphate, an intermediate of the pentose phosphate pathway (PPP). However, yeast are able to grow if provided with xylulose as the sole carbon source, as the free sugar is phosphorylated by xylulokinase, encoded by the gene XKS1, to give the PPP intermediate (**Fig. 1C**). As xylulose is not freely available in nature, we expected it to expose wider phenotypic diversity between the strains.

Growing yeast on rich media containing pure xylulose is unpractical, due to the high cost of the pure sugar. We therefore implemented a method of xylulose production in the lab [17], yielding a mixture of xylulose and xylose in a ∼30∶70 ratio (Materials and Methods). As expected, none of the strains utilized xylose, but all efficiently metabolized the xylulose fraction, as verified by HPLC analysis of the growth media.

Growth rates, cell size and the amount of ethanol produced by each strain during growth on xylulose were characterized. As expected, growth rates on xylulose were slower than on glucose and varied considerably between strains (std/mean = 0.29). Similarly, cell size was reduced on xylulose compared to glucose (**Fig. S1**). A significant increase in diversity was also seen in the level of ethanol produced (**Fig. 1**).

### Growth on xylulose induces respiratory genes, independently of the fermentation capacity

Studies on budding yeast revealed a strong correlation between the mode of metabolism and metabolic gene expression when compared across different environments [18]. For example, during growth on glucose, a large set of respiration-specific genes is down-regulated while fermentation-specific genes are strongly expressed, consistent with the fact that glucose is fermented at practically the theoretical yield. Respiratory genes are also repressed during growth on other fermentable carbon sources, such as galactose or fructose, albeit to a lesser extent, but become strongly induced during growth on non-fermentable carbon sources, such as ethanol or glycerol, which are metabolized by respiration [19].

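Gene expression was measured in 12 S. cerevisiae strains grown to mid-log phase on glucose or on xylulose. The 12 S. paradoxus strains were not analysed here. RNA was labelled with Cy3 or Cy5 and hybridized to custom Agilent arrays, and each of the 36 samples is the labelled channel of 1 array. Each strain had 1 sample on glucose and 2 samples on xylulose, of which 1 was labelled with Cy3 and 1 with Cy5. The glucose samples of PW5, Y12, T73, CLIB324, SK1 and EC1118 were labelled with Cy5 on 1 slide. Those of YJM269, T7, YPS1009, CLIB215, BY4743 and CBS7960 were labelled with Cy3 on another slide, so that dye, slide and set of strains coincide on glucose. The 24 xylulose samples lie on 12 arrays of 2 further slides, and each strain appears once on each of these slides. Between 90.0% and 94.0% of the spots (median 93.3%) were well above background in the glucose samples, and between 92.1% and 95.7% (median 94.1%) in the xylulose samples. The number of strains limits the precision. The authors deposited the processed signal intensities of Agilent's Feature Extraction software, in which the background had been subtracted and the dyes had been normalized within each array. The log2 intensity of each sample's own channel was taken from them, without control spots and without the spots that the software marked as outliers (a median of 10 per sample). The median was taken over the repeats of a probe and then over the probes of a gene, and the 36 samples were converted to the same distribution by quantile normalization. The correction for the distance of a probe from the 3′ end was not repeated, because the files give no positions of probes. The 2 xylulose samples of a strain were averaged, and the log ratio of a strain is its log2 level on xylulose minus that on glucose, with the strain as the replicate (n = 12). Growth rates and ethanol levels are the paper's, from Table S1. The files name each probe set by a number and do not pair these numbers with genes. A probe set was therefore matched to a gene of Table S3 by the log ratios of the 12 strains. A match was accepted where the next probe set was at least 1.5 times as far by root mean square distance and where none of 1000 shuffles of the strains came as close. This rule was set after the log ratios had been seen, and it brings the log ratios of a matched probe set close to those of Table S3 by construction. It gave a match for 6 of the 16 genes, namely ZWF1, SOL3, GND1, RKI1, PRS4 and XKS1, at distances between 0.07 and 0.14 on the log2 scale. In simulated data of 200 genes, 115 were matched to the right probe set, 0 to a wrong one and 85 to none. The simulated log ratios were those of probe sets of the array with random noise added, and the rule on shuffles was not applied. Differences in processing from the paper were not simulated, so that the 0 does not exclude a wrong match in the real data. The other 10 genes of Table S3 and the gene groups of Table S2 were not joined to the arrays. The files hold the probe sequences, but these were not placed on a reference genome, which was not at hand.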

We mapped the transcription profiles of all twenty-four strains growing on glucose or xylulose using custom-designed Agilent microarrays based on the *S. cerevisiae* and *S. paraodoxus* reference genomes and compared the overall expression profile of each strain growing on xylulose to existing expression data of a laboratory yeast strain grown on various carbon sources [7] (**Fig. 2a**). Interestingly, the expression profile of all strains was significantly more similar to that of cells growing on the non-fermentable carbon source ethanol than to the fermentable sugar glucose, or even to the expression profile of cells growing on the fermentable but non-repressing carbon sources galactose or mannose. Focusing on metabolic genes, we observe a marked induction of respiratory genes, including genes of the TCA cycle, oxidative phosphorylation and others (**Fig. 2B**). In contrast, genes involved in glycolysis, as well as fermentation-specific genes, were repressed.

**Figure 2:**
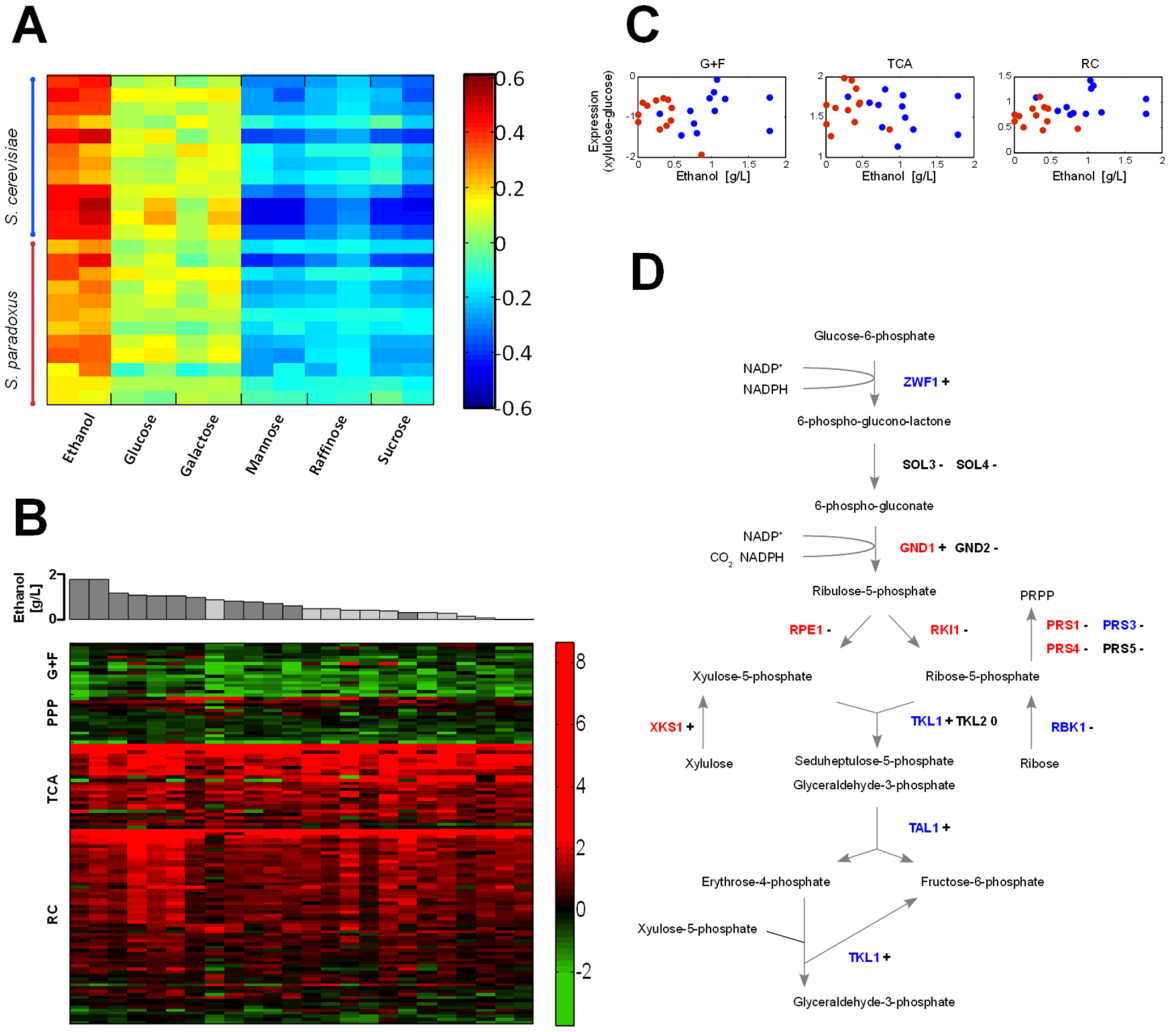
Mode of metabolism during growth on xylulose. (A) Mean expression of all genes of each of the 24 strains from our collection grown on xylulose, compared to existing expression data for a wild type yeast strain grown on various carbon sources. Colors represent the Pearson correlation coefficient for each of these comparisons. (B) Difference (log ratio) between expression on xylulose and on glucose of genes participating in glycolysis and fermentation (G+F), the PPP, the TCA cycle and the respiratory chain (RC). Genes for which data from less than 14 strains existed were omitted. The complete list of genes can be found in **Table S2**. Each column represents data from an individual strain. Ethanol production level on xylulose of the respective strain is shown above, for each *S. cerevisiae* (dark gray) and *S. paradoxus* (light gray) strain. The columns are sorted according to the level of ethanol production. Same format matrices but for absolute expression levels on glucose and xylulose are shown in **Fig. S2A** and **Fig. S3A**, respectively. (C) Mean difference (log ratio) between expression on xylulose and on glucose over all genes participating in glycolysis and fermentation (G+F), the TCA cycle and the respiratory chain (RC) for each of the 12 *S. cerevisiae* (blue) and 12 *S. paradoxus* (red) strains, vs. ethanol production levels. Same plots but for absolute expression levels on glucose and xylulose are shown in **Fig. S2B** and **Fig. S3B**, respectively. (D) Detailed description of the PPP including metabolic intermediates and genes encoding for the enzymes participating in the pathway. The color of the gene name indicates whether its expression (absolute level) on xylulose across all 24 strains is positively correlated (blue), negatively correlated (red) or not correlated (black) with the level of ethanol production (using a correlation threshold of c = ±0.3). Induction/reduction in expression of each gene on xylulose, compared to glucose, averaged over all strains, is indicated by **+** (induction), **-** (reduction) and **0** (equal expression) signs (using a log-difference threshold of ±0.2).

Some of the strains used in our study produced no detectable amount of ethanol when grown on xylulose, while others produced considerable amounts, up to ∼25% of that produced on the same-concentration glucose (**Fig. 1B** and **Table S1**). We asked whether this difference in xylulose fermentation capacity is reflected in the expression of metabolic genes, reasoning that better fermentation may be due to stronger repression of respiratory genes, or an induction of fermentation-specific genes. This, however, was not the case. Neither set of genes was correlated with the amount of ethanol produced (**Fig. 2B,C**). The gene expression profile of cells growing on xylulose is therefore consistent with respiratory metabolism, even in those cells that ferment a significant fraction of this sugar.

To enter the PPP, xylulose needs to be phosphorylated by xylulokinase. Previous studies have shown that increasing XKS1 expression can increase growth rate on xylulose [20]. We therefore examined the expression of XKS1 in our strains. 

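The probe set matched to XKS1, Dal_2250, lay closer to the XKS1 row of Table S3 than any of the other probe sets, and the next nearest was 4.90 times as far. Its spots were well above background in 36 of 36 samples. Its log2 level was 10.01 ± 0.44 (SD, n = 12 strains) on xylulose and 9.62 ± 0.48 (SD, n = 12) on glucose. The log ratio was above 0.2 in 6 strains, below −0.2 in 3 strains and between these thresholds of Fig. 2D in 3 strains. It was highest in BY4743, at 1.40, and lowest in CLIB324, at −0.82. The mean over the strains was 0.39 ± 0.79 (SD, n = 12), with p = 0.113 in a two-sided sign-flip permutation test. In Table S3, the paper's log ratios of XKS1 for these 12 strains are above 0.2 in 7 strains and below −0.2 in 3 strains, with a mean of 0.44. The level on xylulose differed between the 2 samples of a strain by a median of 0.59, and was higher on the first xylulose slide in 11 of the 12 strains. With the samples of the first slide alone the mean log ratio was 0.72 (sign-flip permutation p = 0.0127), and with those of the second slide alone it was 0.06 (p = 0.800). With the deposited table of series values in place of the scanner files, in which the columns of 6 glucose samples hold the other channel of their arrays, it was −0.33 (p = 0.340).

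**Figure D1:**
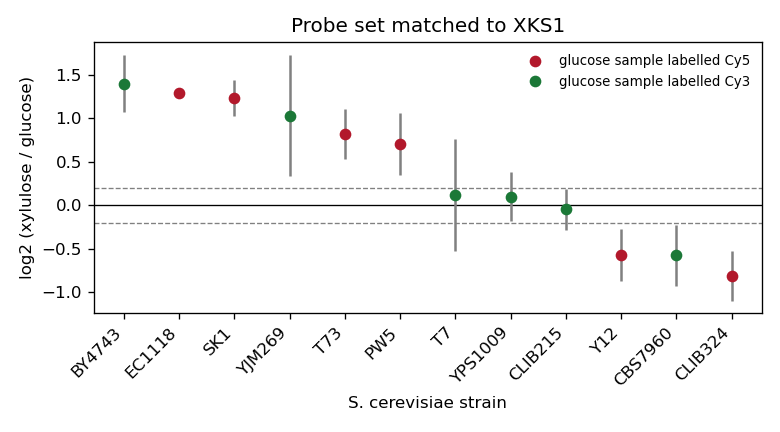
Log2 ratio of the level on xylulose to that on glucose for the probe set matched to XKS1, 1 point per S. cerevisiae strain, with lines that run to the values of the 2 xylulose samples taken singly and dashed lines at 0.2 and −0.2. The points run from 1.40 in BY4743 to −0.82 in CLIB324.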

Transition of cells from glucose to xylulose induced XKS1 expression in some strains, while in other strains resulted in repression (**Table S3**). No correlation was observed between the level of XKS1 induction and growth rate or ethanol production, although a moderate negative correlation was observed between absolute expression on xylulose and ethanol production (**Fig. 2D**).

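For the probe set matched to XKS1, 3 correlations over the 12 S. cerevisiae strains were computed, each with a two-sided permutation test of 100000 resamples. The log ratio and the growth rate on xylulose had r = 0.0129 (p = 0.968) and Spearman's rho = 0.140 (p = 0.669). Without T7 and YJM269, the strains farthest from the median growth rate, r was 0.170 (permutation p = 0.625). Within the 6 strains with a Cy5 glucose sample r was −0.422 (exact permutation p = 0.375), and within the 6 with a Cy3 glucose sample it was 0.209 (exact permutation p = 0.693). The log ratio and ethanol production on xylulose had r = 0.0506 (p = 0.874) and rho = 0.175 (p = 0.590), and without T73 and Y12, the strains farthest from the median ethanol level, r = 0.364 (permutation p = 0.302). Within the same sets of strains r was −0.100 (exact permutation p = 0.863) and 0.249 (exact permutation p = 0.639). The absolute level on xylulose and ethanol production had r = 0.122 (p = 0.703) and rho = 0.0490 (p = 0.886), and r = 0.153 (permutation p = 0.673) without T73 and Y12. Here r was −0.0730 (exact permutation p = 0.874) and 0.0993 (exact permutation p = 0.853) within the sets. The Benjamini-Hochberg value over the 3 correlations was 0.968 for each. Each of them changed its sign under at least 1 other setting. For the log ratio and growth rate, r was −0.297 with the Cy3 xylulose samples alone and 0.352 with the deposited series values. In Table S3 the paper's correlation of the XKS1 level with ethanol production, over strains of both species, is −0.421.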

Genes in the PPP pathway displayed a more interesting behavior. Expression of most genes in the oxidative phase of the pathway (upstream of xylulose-phosphate and ribose-phosphate) was inversely correlated with ethanol production, whereas expression of most genes in the non-oxidative phase (utilizing xylulose-phosphate) was positively correlated with ethanol production. Furthermore, expression of genes converting ribose-5-phosphate to PRPP was negatively correlated with ethanol production, while expression of genes producing ribose-5-phosphate (RBK1) was positively correlated with ethanol production. Together, these results suggest that ribose-phosphate may be limiting for xylulose fermentation and that strains which better direct the co-utilization of xylulose-phosphate and ribose-phosphate towards the non-oxidative part of the PPP achieve better xylulose fermentation (**Fig. 2D**).

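Of the genes upstream of ribose-phosphate in Fig. 2D, ZWF1, SOL3, GND1 and RKI1 had a matched probe set (Dal_4694, Dal_2564, Dal_2583 and Dal_5116), and their log2 levels on xylulose over the 12 S. cerevisiae strains were set against ethanol production. Benjamini-Hochberg values were taken over 6 genes, with PRS4 and XKS1 included. The level of ZWF1 was 11.89 ± 0.51 (SD, n = 12) and fell with ethanol production, with r = −0.808 (permutation p = 0.00148, Benjamini-Hochberg 0.00888) and rho = −0.643 (permutation p = 0.0281). Without T73 and Y12, the strains that produced the most ethanol, r was −0.633 (permutation p = 0.0530). Within the strains with a Cy5 glucose sample r was −0.694 (exact permutation p = 0.121), and within those with a Cy3 glucose sample it was −0.891 (exact permutation p = 0.0139). The 3 probes of the set gave r = −0.806, −0.759 and −0.739. With 1 strain left out in turn, r lay between −0.869 and −0.703. The threshold of 0.01 was no longer passed without Y12 (p = 0.0237) or without CLIB215 (p = 0.0125), and was passed without T73 (p = 0.00463). With the samples of the second xylulose slide alone r was −0.685 (p = 0.0159). The level of SOL3 had r = −0.353 (permutation p = 0.258, Benjamini-Hochberg 0.409) and rho = −0.322 (p = 0.308), and r = −0.115 without T73 and Y12. Within the 2 sets of strains its r was −0.613 (exact permutation p = 0.201) and −0.0586 (exact permutation p = 0.913). The level of GND1 had r = −0.397 (permutation p = 0.200, Benjamini-Hochberg 0.409) and rho = −0.287 (p = 0.364), r = −0.155 without T73 and Y12, and opposite signs within the sets, −0.484 (exact permutation p = 0.315) and 0.665 (exact permutation p = 0.144). For RKI1 r was 0.0817 (permutation p = 0.798, Benjamini-Hochberg 0.798) and rho −0.112 (p = 0.734). Without T73 and Y12 r was −0.454 (permutation p = 0.190), and within the sets it was 0.00371 (exact permutation p = 0.985) and −0.657 (exact permutation p = 0.147). The relations of SOL3, GND1 and RKI1 with ethanol production were therefore not detectable with 12 strains. In Table S3 the paper's correlations are 0.410 for ZWF1, 0.147 for SOL3 and −0.680 for RKI1 over 24 strains, and −0.390 for GND1, for which the table gives the 12 S. cerevisiae strains alone. The paper takes the non-oxidative phase as the part that uses xylulose-phosphate, and by this division none of its genes had a matched probe set.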

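PRS4, which encodes an enzyme that converts ribose-5-phosphate to PRPP, was the only PRS gene with a matched probe set (Dal_163). Its log2 level on xylulose was 10.36 ± 0.23 (SD, n = 12 strains). The correlation with ethanol production over the S. cerevisiae strains was r = −0.346 (permutation p = 0.272, Benjamini-Hochberg 0.409 over the 6 matched genes), with rho = −0.413 (permutation p = 0.185). It was −0.476 (permutation p = 0.163) without T73 and Y12. Within the strains with a Cy5 and a Cy3 glucose sample it was −0.295 (exact permutation p = 0.583) and −0.441 (exact permutation p = 0.376). The sign was negative under each of the alternatives, and none of them passed the threshold of 0.01. The paper's value in Table S3, over 24 strains, is −0.704. RBK1 had no matched probe set.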

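Over the 6 matched genes, with the threshold of 0.3 of Fig. 2D, the correlation of the level on xylulose with ethanol production in the S. cerevisiae strains was below −0.3 for 4 genes (ZWF1, SOL3, GND1 and PRS4), above 0.3 for 0 genes and between for 2 genes (RKI1 and XKS1). With the dye of the glucose sample as a block, 2 genes were below −0.3, and with Y12 left out 2 genes were. The mean log ratio of xylulose to glucose was 1.12 ± 0.38 (SD, n = 12) for ZWF1, which was higher on xylulose in 12 of 12 strains (sign-flip permutation p = 0.000488, the smallest that 12 strains allow, Benjamini-Hochberg 0.00293 over the 6 genes). It was 0.41 ± 0.47 for GND1, higher in 9 of 12 strains (Benjamini-Hochberg 0.0242), and −0.01 ± 0.69 for SOL3, higher in 4 of 12 strains (Benjamini-Hochberg 0.952). RKI1 had a mean log ratio of −0.26 ± 0.34 and was lower in 9 of 12 strains (Benjamini-Hochberg 0.0242), and PRS4 had −0.36 ± 0.20 and was lower in 11 of 12 strains (Benjamini-Hochberg 0.00293). These log ratios lie close to those of Table S3 by construction of the match, and since the levels on xylulose are part of the log ratios, the correlations of the levels are not independent of it either. From the correlations of the PPP genes with ethanol production over all its strains, the paper proposes that ribose-phosphate may be limiting for fermentation of xylulose, and that strains that ferment it better direct both sugar phosphates into the non-oxidative part of the pathway.

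**Figure D2:**
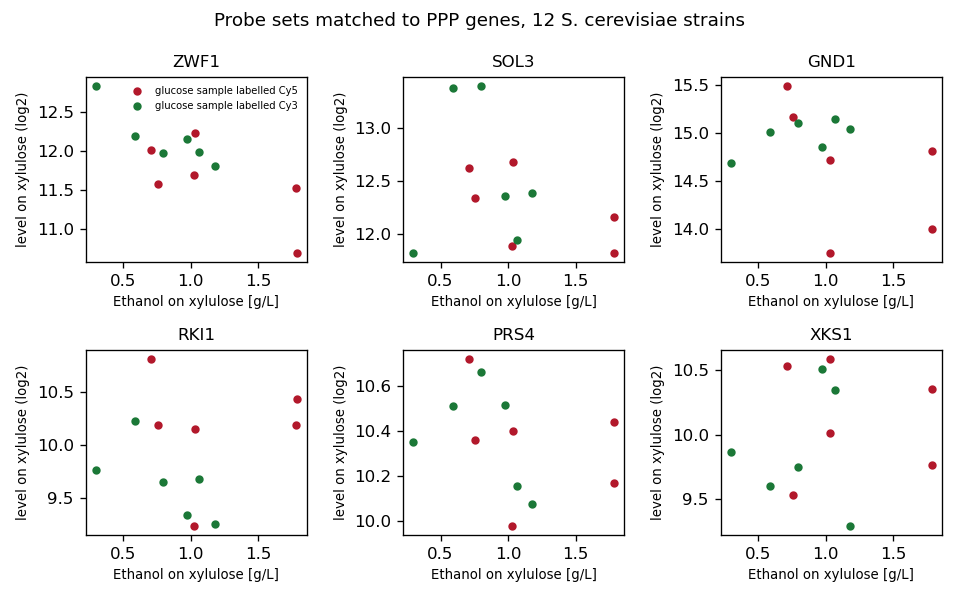
Log2 level on xylulose of the 6 matched probe sets against ethanol production on xylulose in g/L (Table S1), 1 point per S. cerevisiae strain, coloured by the dye of its glucose sample. Y12 and T73 sit apart at the right of each panel, and the points of ZWF1 fall from left to right (r = −0.808).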

### Lack of coordination between growth rate and ribosomal-related gene expression

One of the distinguished properties of the yeast transcriptional network is the tight coordination of growth rate with the expression of genes coding for RP and Ribi genes. Similarly, genes involved in the ESR show a correlation with cell growth rate. This correlation is observed when comparing cells growing in a wide variety of naturally occurring environments.

We asked if the same pattern of correlation is observed also across the different strains. As can be seen in **Fig. 3**, a shift from glucose to xylulose resulted in a coordinated change in the expression of all three gene groups. As expected, RP and Ribi were down-regulated in most strains, while the ESR-induced genes were largely induced by the shift. Surprisingly, however, the level of RP and Ribi repression did not correlate with change in growth rate. Similarly, the extent of ESR induction did not correlate with the change in growth rate.

**Figure 3:**
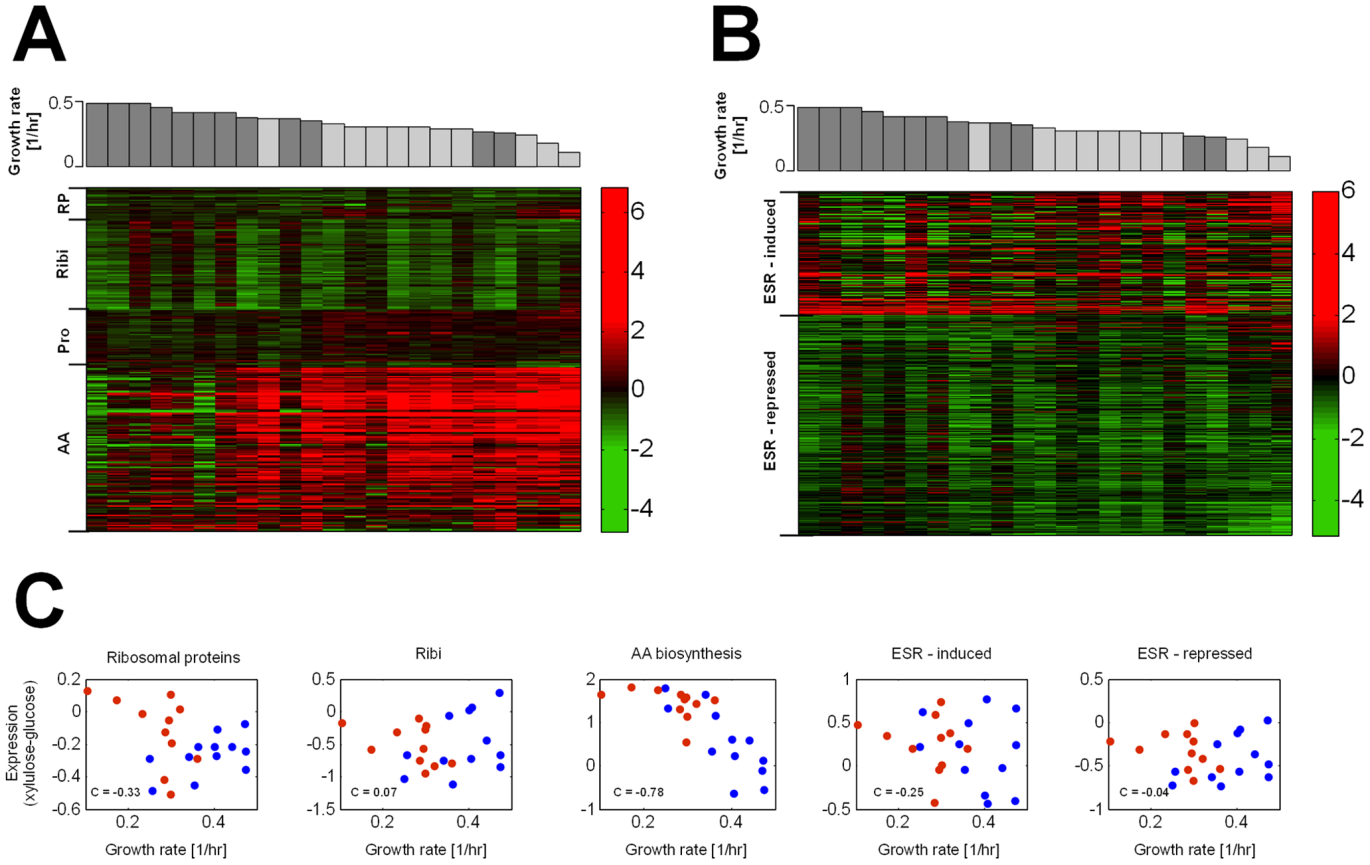
Relation between growth rate and expression of typically growth rate-related genes during growth on xylulose across natural strains. (A,B) Difference (log ratio) between expression on xylulose and on glucose of genes belonging to the RP, Ribi, proteasome (pro) and amino acid biosynthesis (AA) gene groups (A), and genes induced or repressed during the ESR (B). Genes for which data from less than 14 strains existed were omitted. The complete list of genes can be found in Table S2. Each column represents data from an individual strain. Growth rate on xylulose of the respective strain is shown above, for each *S. cerevisiae* (dark gray) and *S. paradoxus* (light gray) strain. The columns are sorted according to growth rate. Same format matrices but for absolute expression levels on glucose and xylulose are shown in Fig. S4A, B and Fig. S5A, B, respectively. (C) Mean difference (log ratio) between expression on xylulose and on glucose over all genes belonging to the RP, Ribi and amino acid biosynthesis (AA) gene groups, as well as genes which are induced and genes which are repressed during the ESR, for each of the 12 *S. cerevisiae* (blue) and 12 *S. paradoxus* (red) strains, vs. growth rate. Same plots but for absolute expression levels on glucose and xylulose are shown in Fig. S4C and Fig. S5C, respectively.

We further examined the absolute expression levels of those three gene groups on glucose and on xylulose, and compared them to growth rates in the respective media (**Fig. S4, S5**). Here too, no correlation between the expression of those gene groups and growth rate was observed.

### Amino-acid biosynthesis gene expression correlates with growth rate on xylulose and in mutants or drug-inhibited cells

We systematically examined for gene groups whose expression correlated with growth rate, using predefined gene groups based on GO categories and transcriptional modules [21]. The single gene group identified showing strong anti-correlation between growth rate and expression was the set of GCN4-regulated genes, required for amino-acid biosynthesis (c = -0.79, **Fig. 3A,C**). This correlation was unique to xylulose and was not observed during growth on glucose.

Complementing their anti-correlation with growth rate, the GCN4-regulated genes were consistently induced upon transfer to xylulose (**Fig. 3A**). Gcn4p is normally induced at the translational level under conditions of amino-acid limitations [22]. Considering the fact that growth on xylulose was performed in media rich in amino-acids (YP-xylulose), the induction of this module was surprising. Furthermore, this gene group was not previously associated with any growth-rate response, as it was not induced during slow growth on carbon sources such as ethanol, glycerol, galactose or fructose. In addition, environmental perturbations which inhibited cell growth did not induce GCN4-dependent genes.

We therefore examined the available datasets [21] for additional conditions that similarly modulate the GCN4-dependent program in a growth-related manner. Interestingly, when comparing the expression of the characteristically growth-related genes belonging to the RP and Ribi gene groups with the expression of GCN4-regulated genes, we observed a distinct bi-modal behavior (**Fig. 4**), whereby some conditions that strongly modulated the RP (or Ribi) genes maintained GCN4-dependent gene expression unchanged, while conditions which strongly modulated GCN4-dependent expression did not alter RP (or Ribi) gene expression.

**Figure 4:**
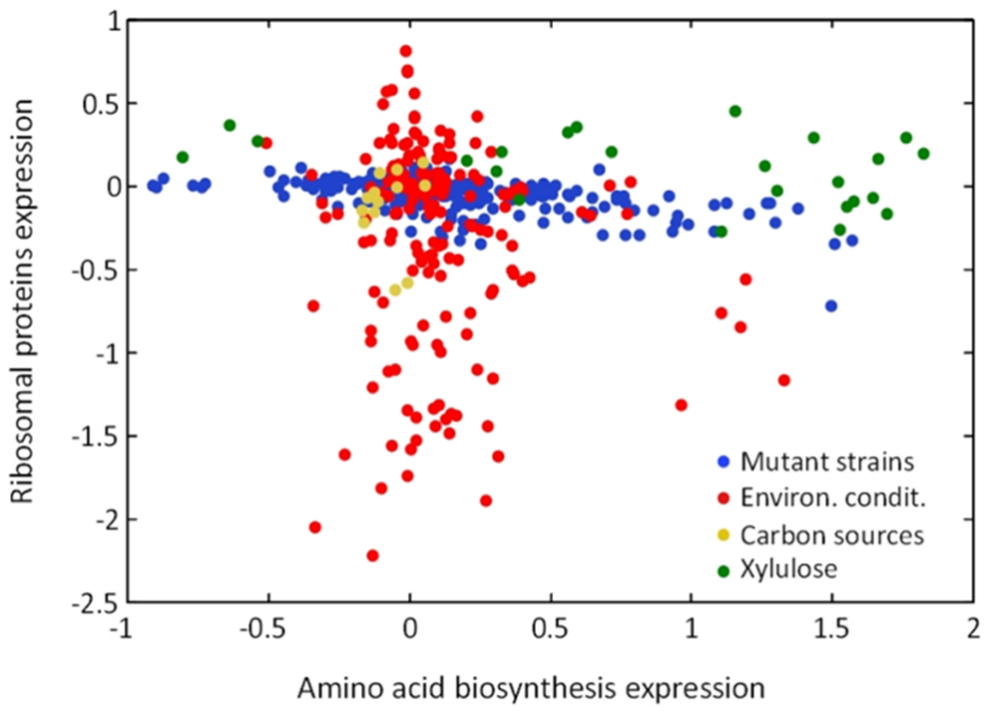
Expression response to various environmental conditions and genetic perturbations. Expression of RP genes vs. amino-acid biogenesis genes for a set of deletion mutation strains and strains treated with various drugs (blue), a laboratory strain grown in various environmental conditions consisting of temperature and osmotic shocks, amino-acid starvation, nitrogen depletion, addition of hydrogen-peroxide/menadione/DTT (red), a wild type strain grown on a variety of carbon sources, including ethanol, galactose, glucose, mannose, raffinose and sucrose (orange) and all 24 strains from our yeast collection grown on xylulose (log ratio between expression on xylulose and on glucose, green). We note that expression data was obtained using different microarrays but are nevertheless compared due to normalization of the data and the fact that expression differences between conditions are used.

Characterizing the two sets of conditions, we noted that RP genes modulation is predominantly associated with environmental perturbations, while the GCN4-related response is induced in a variety of gene deletion mutants and in strains subjected to drugs [23]. Notably, the deleted genes inducing the GCN4-dependent program were involved in diverse functions, most of which had no apparent connection to amino-acid biosynthesis. The rare cases which combined the two classes of responses, modulating the expression of both the RP/Ribi genes and amino-acid biosynthesis genes, consisted of environmental perturbations leading to amino-acid starvation or nitrogen depletion [7].

Growth rates of most of the deletion mutants were reported, enabling us to examine the correlation of gene expression with cell growth rate. Induction of the GCN4-dependent group was inversely correlated with growth rate (c = −0.36), similar to the aforementioned anti-correlation observed in cells growing on xylulose. Growth rate was also correlated with RP gene expression in this dataset (although those genes were only moderately modulated) but showed no correlation with Ribi gene expression.

## Discussion

Genome-wide expression profiling serves as a central tool for characterizing cellular mechanisms. Thousands of expression profiles are now available describing the cellular transcriptional program in different environments and genetic backgrounds. A key challenge in analyzing such data is distinguishing between specific responses, tuned to the particular perturbation analyzed, and general expression changes resulting from modulation of global cellular phenotype such as cell growth rate.

In the budding yeast, cellular growth rate in different environments is tightly correlated with the expression of ribosome-related genes and with the expression of stress-induced genes. We began this study by asking whether this relation between gene expression and growth rate is also observed when comparing related strains and species. Our results indicate that this is not the case: on neither of the two carbon sources tested – glucose and xylulose – did we observe the expected correlation between growth rate and the expression of ribosome-related genes or the expression of stress-induced genes.

Specifically on xylulose, we observe a strong correlation between growth rate and the expression of the group of amino-acid biosynthesis genes. Examining available gene expression databases, we observed a similar correlation also in a set of deletion mutants. Amino-acid biosynthesis genes are co-regulated by the transcription factor GCN4 whose translation is induced upon starvation to any one of the amino acids. However, in contrast to other metabolic- or translation-related genes, GCN4 is not generally activated in response to environmental stresses. In addition, expression of this gene group does not correlate with cell growth rate under most environments previously tested, with the exception of environmental perturbations specifically related to changes in amino-acid availability.

In light of these results, at least two alternative explanations can be envisioned. First, the lack of typical correlation between ribosome-related gene expression and growth rate when compared between strains growing on xylulose might reflect a general picture of which related strains or species do not display the same pattern of correlation as observed across different environments. According to this possibility, the mechanisms coordinating gene expression and cellular growth upon changing environments are different from those acting on evolved populations. This result is consistent with a recent report which, focusing on hemoglobin as a model system, has shown that physiological and evolutionary adaptation act by modulating distinct sets of parameters [24].

Alternatively, the similar behavior between expression of amino acid biosynthesis genes during growth on xylulose and in a library of gene deletion mutants might suggest the existence of a common underlying regulatory force acting specifically in these conditions. What may be common to wild-type strains growing on xylulose and mutants strains growing on rich media? One possibility is that both sets of perturbations present situations for which cells are not likely to be evolutionary optimized. Xylulose is not available in the wild, and similarly, mutations or drugs are not frequently encountered. Therefore, particularly under these conditions, the typical coordination between ribosome biogenesis gene expression and cell growth might be lacking, leading to an imbalance between the production and use of amino acids, which becomes rate-limiting for growth. Indeed, the well-defined activation of GCN4 is known to be dependent on the accumulation of uncharged tRNA molecules signaling amino-acid depletion [22]. Additional experiments are necessary in order to determine between these two alternatives.

## Materials and Methods

### Strain collection

*S. cerevisiae* strains YPS1009, T7, T73, PW5, Y12, CLIB324, CLIB215, CBS7960 and YJM269 were a kind gift from Dr. Justin Fay of the Genome Institute, Washington Univeristy, St. Louis, USA. *S. cerevisiae* strain EC1118 was purchased from Micha Lerer, Nes Ziona, Israel. *S. cerevisiae* strains S288c and SK1 were present in our lab. All *S.paradoxus* strains were purchased from the National Collection of Yeast Cultures, UK.

### Xylulose production

A mixture of xylulose and xylose was produced in the lab, following the method described in [17]. Briefly, 350 gr of xylose (Sigma-Aldrich) was dissolved in 500 ml water and 20 gr of immobilized Xylose Isomerase (Sigma-Aldrich) was added. This mixture was incubated in 60°C for 24 hours with agitation (300 rpm). The enzyme was inactivated by heating to 100°C and then filtered off. The resulting xylose:xylulose ratio was determined by HPLC analysis.

### Sugar and ethanol analysis

The concentrations of xylulose, xylose and ethanol was measured using an Agilent 1200 series high-performance liquid chromatography system equipped with an anion exchange Bio-Rad HPX-87H column (Bio-Rad, Hercules, CA). The column was eluted with 5 mM sulfuric acid at a flow rate of 0.6 mL/min at 45°C. Media samples were taken for ethanol and sugar analysis at early stationary phase.

### Growth rate measurements

For growth rate measurements on glucose, yeast were inoculated in YPD medium containing 2% glucose. For growth rate measurements on xylulose, yeast were inoculated in YP medium supplemented with the xylose/xylulose mixture described above, to a final concentration of 2% xylulose. Yeast were grown in 96-well plates and incubated in a Tecan Evolution200 robotic incubator with gentle agitation. OD measurements were taken automatically every 30 minutes following a one-minute strong agitation period (1400 rpm) before each measurement. Growth rates were determined by plotting the log(OD) values vs. time. Log phase growth rate and doubling time were calculated from the slope of the linear portion of this curve.

### Array hybridization and data extraction

Strains were grown to mid-log phase in YP-glucose or YP-xylulose medium. Total RNA was extracted using MasterPure Yeast RNA purification Kit (Epicentre).The samples were amplified and labeled using agilent two-color Low Input Quick Amp Labeling Kit, hybridized to custom microarrays and scanned using standard Agilent protocols, reagents, and instruments. The scanned images were analyzed using Agilent's Feature Extraction software. 

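In the 12 S. cerevisiae strains, the normalized log2 gene levels of the 2 xylulose samples of a strain had a Pearson correlation across 6230 genes between 0.945 and 0.991 (median 0.986). Genes are not independent replicates, so these values only describe the samples. In 11 of 12 strains this correlation was higher than that of the strain's Cy3 sample with the Cy5 sample of any other strain on xylulose, and CBS7960 was the exception. The median absolute difference between the 2 samples was between 0.18 and 0.39 on the log2 scale, with a median of 0.23 over the strains. The median absolute log ratio between xylulose and glucose was larger, between 0.40 and 0.48. On glucose there was 1 sample per strain, so that no spread between glucose samples of a strain can be given.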

The procedure was performed once for growth on glucose and repeated twice for growth on xylulose. In all experiments, the two colors in a given array were used to label different strains and sometimes strains growing on different sugars as well. 

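On the xylulose arrays of the S. cerevisiae strains, both channels are listed samples of different strains. On the 12 glucose arrays only 1 channel is a listed sample, and the labels do not give the strain and sugar of the other channel. In the deposited table of series values, the columns of 30 of the 36 samples equal the processed signal of the labelled channel (tolerance 0.001). The columns of the 6 glucose samples labelled with Cy3 equal the Cy5 channel of the same array instead. At most 0.160% of their spots equal the labelled channel, and their log2 values correlate with it across spots with r between 0.876 and 0.931. The channel named in the sample labels was used for all values here.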

Differences between strains were controlled for as described below in normalization method.

### Microarray design and data normalization

Arrays with 60 K probes were used. 

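The array of the S. cerevisiae samples holds 60000 spots besides 1319 control spots. The spots carry 16591 probes of 60 bases for 6230 numbered genes. The mean number of probes per gene is 2.66, with 929 genes that have 1 probe, 241 that have 2 and 5060 (81.2%) that have 3, and 0 genes have more. Each probe lies in 3 places (6364 probes) or in 4 places (10227 probes), with a mean of 3.62.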

Each gene had 3–4 different probes on average, and each probe was placed in 3–4 different places in the array, to avoid spatial bias. Probes were chosen to have similar GC content (>98.5% had GC content of 41.67% or 43.44%) and to minimize the distance from the gene's 3′ end and minimize the melting temperature.

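From the probe sequences in the files, 11926 probes have 25 G or C bases, a GC content of 41.7%, and 4422 probes have 26, a GC content of 43.3%. Together these are 98.5% of the probes. The remaining 243 probes have a GC content between 18.3% and 51.7%. The files give no positions of the probes within the genes. Their distance from the 3′ end was not computed, since the sequences were not placed on a reference genome.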

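The repeats of a probe within an array had a median SD of 0.126 on the log2 scale as the median over the 36 samples, with a range from 0.068 to 0.182 between samples. The upper decile of this SD over probes had a median of 0.257 over samples. Over all samples, 8 spots were saturated.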

Normalization process: The median over the 3–4 repeats was taken for each probe. To normalize the bias of each probe relative to the 3′-end of the gene (likely an effect of reverse transcription) the trend of the intensity differences was plotted as a function of the location distance of the probes of each gene relative to the probe closest to the gene's 3′-end. Normalization was thus performed according to this trend. More specifically, variables dx and dy were defined as follows: for each gene the probe closest to the gene 3′-end (P_last) was first identified, and the distances of all probes relative to P_last were added to define dx. Parallel values in dy consisted of the log ratio of intensities of a probe relative to P_last intensities. The trend of dy as a function of dx was then calculated using the Lowess method, added to the (log) intensities of all probes. Per gene intensity was taken as the median of the different probes. Finally, as all experiments differ slightly in dynamic range, gene values were converted to have the same distribution using percentile normalization.

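Before this step, the distance between the 5th and the 95th percentile of the log2 gene levels was between 9.58 and 11.22 in the 36 S. cerevisiae samples, with a median of 10.63. It was 10.63 ± 0.29 (SD, n = 6) in the Cy3 glucose samples, 10.57 ± 0.40 (SD, n = 6) in the Cy5 glucose samples, 10.57 ± 0.45 (SD, n = 12) in the Cy3 xylulose samples and 10.64 ± 0.41 (SD, n = 12) in the Cy5 xylulose samples, so that the means differed by less than the spread within each group. The median log2 level was between 9.27 and 10.17, and was higher on glucose, at 9.89 ± 0.16 (SD, n = 6) in the Cy3 and 9.70 ± 0.25 (SD, n = 6) in the Cy5 samples, than on xylulose, at 9.44 ± 0.13 (SD, n = 12) in the Cy3 and 9.44 ± 0.13 (SD, n = 12) in the Cy5 samples. The difference from the Cy3 glucose samples was larger than the spread within the groups. After quantile normalization the distance was 10.60 in every sample.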

### Data analysis

When absolute expression levels on either xylulose or glucose are reported, the converted normalized values (described above) were used. For expression differences between xylulose and glucose, converted normalized values on xylulose were divided by the corresponding values on glucose. The ratios between xylulose and glucose of the converted values were also used for calculating correlations with other described data sets. All correlations were calculated using Pearson's linear correlation coefficient (Matlab) and the significance threshold for the correlation was set to α = 0.01.

### Data access

Expression data was deposited into the Gene Expression Omnibus (GEO accession numbers: GSE50124 and GSE50125).

## Supporting Information

Figure S1 **Cell size comparison.**
(PDF) Click here for additional data file.

Figure S2 **Expression of metabolic genes on glucose.**
(PDF) Click here for additional data file.

Figure S3 **Expression of metabolic genes on xylulose.**
(PDF) Click here for additional data file.

Figure S4 **Gene groups expression on glucose.**
(PDF) Click here for additional data file.

Figure S5 **Gene groups expression on xylulose.**
(PDF) Click here for additional data file.

Table S1 **Strains used in this study, their origins, growth rates and ethanol production.**
(XLS) Click here for additional data file.

Table S2 **Gene groups and corresponding genes.**
(XLSX) Click here for additional data file.

Table S3 **Expression ratios log(xylulose/glucose) of all PPP genes, for each of the 24 wt yeast strains, and correlation with ethanol production from xylulose per gene.**
(XLSX) Click here for additional data file.

# Supplementary material for: Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast
**Source:** PLoS One. 2014 Feb 12;9(2):e88801. doi: 10.1371/journal.pone.0088801
**Supplement:** Figure S1 — Cell size comparison.

# Cell size comparison

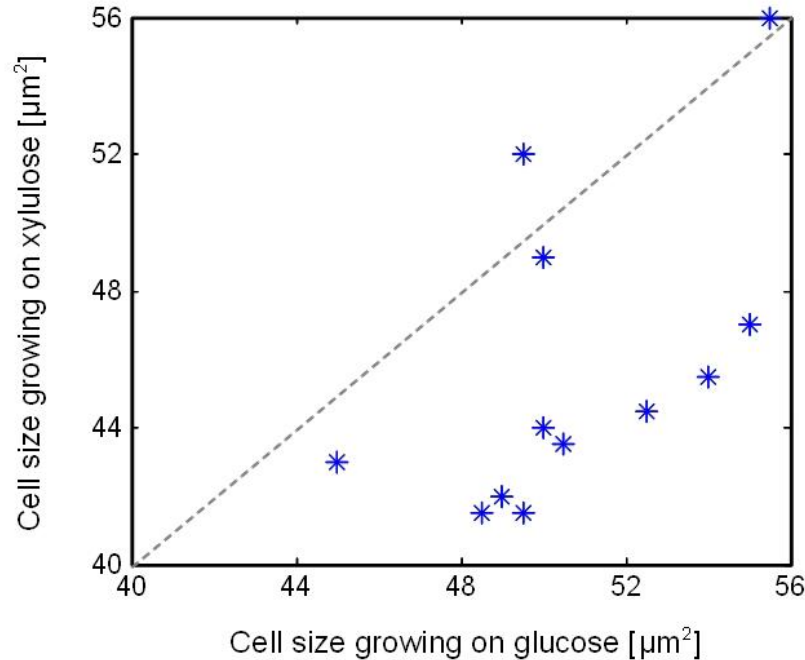

Cell size of all 24 wt yeast strains in our collection during growth on glucose vs. growth on xylulose. Evaluation of cell size was performed using ImageStreamX (Imaging Flow Cytometer, Amnis; [www.amnis.com/imagestream.html](http://www.amnis.com/imagestream.html)). Cells were grown in YP medium containing either 2% glucose or xylose/xylulose mixture to a final concentration of 2% xylulose, to mid-log phase, and were directly loaded into the ImageStreamX machine. Data analysis was performed using IDEAS software.

# Supplementary material for: Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast
**Source:** PLoS One. 2014 Feb 12;9(2):e88801. doi: 10.1371/journal.pone.0088801
**Supplement:** Figure S2 — Expression of metabolic genes on glucose.

# Expression of metabolic genes on glucose

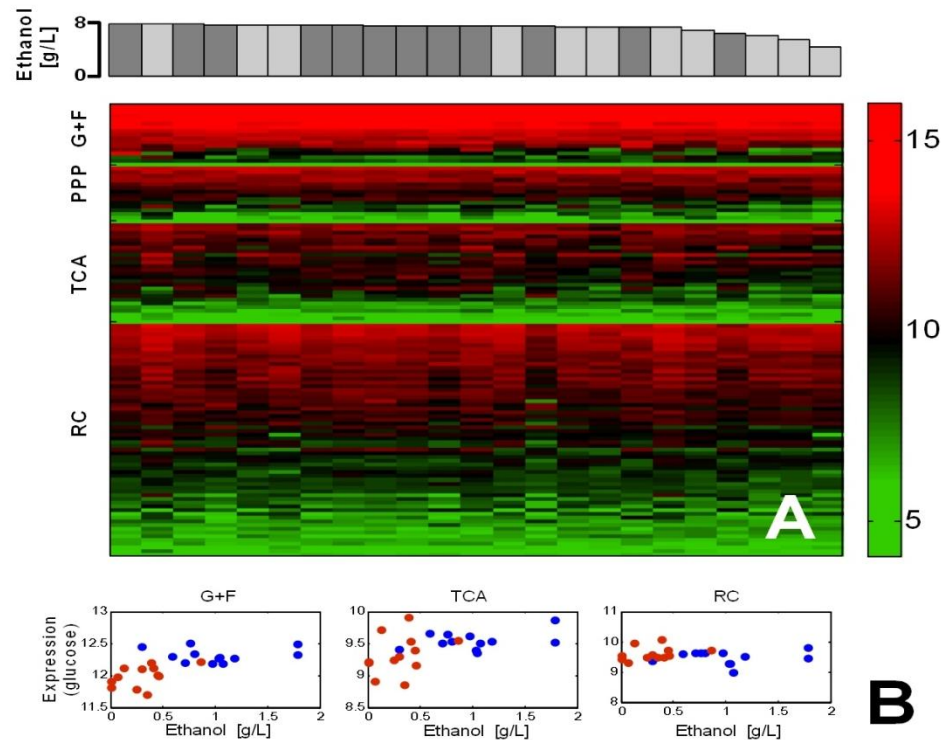

(A) Absolute levels of expression on glucose of genes participating in glycolysis and fermentation (G+F), the PPP, the TCA cycle and the respiratory chain (RC). Genes for which data from less than 14 strains existed were omitted. The complete list of genes can be found in **Additional file 7**. Each column represents data from an individual strain. Ethanol production level on glucose of the respective strain is shown above, for each *S. cerevisiae* (dark gray) and *S. paradoxus* (light gray) strain. The columns are sorted according to the level of ethanol production. (B) Mean absolute levels of expression on glucose over all genes participating in glycolysis and fermentation (G+F), the TCA cycle and the respiratory chain (RC) for each of the 12 *S. cerevisiae* (blue) and 12 *S. paradoxus* (red) strains, vs. ethanol production levels.

# Supplementary material for: Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast
**Source:** PLoS One. 2014 Feb 12;9(2):e88801. doi: 10.1371/journal.pone.0088801
**Supplement:** Figure S3 — Expression of metabolic genes on xylulose.

# Expression of metabolic genes on xylulose

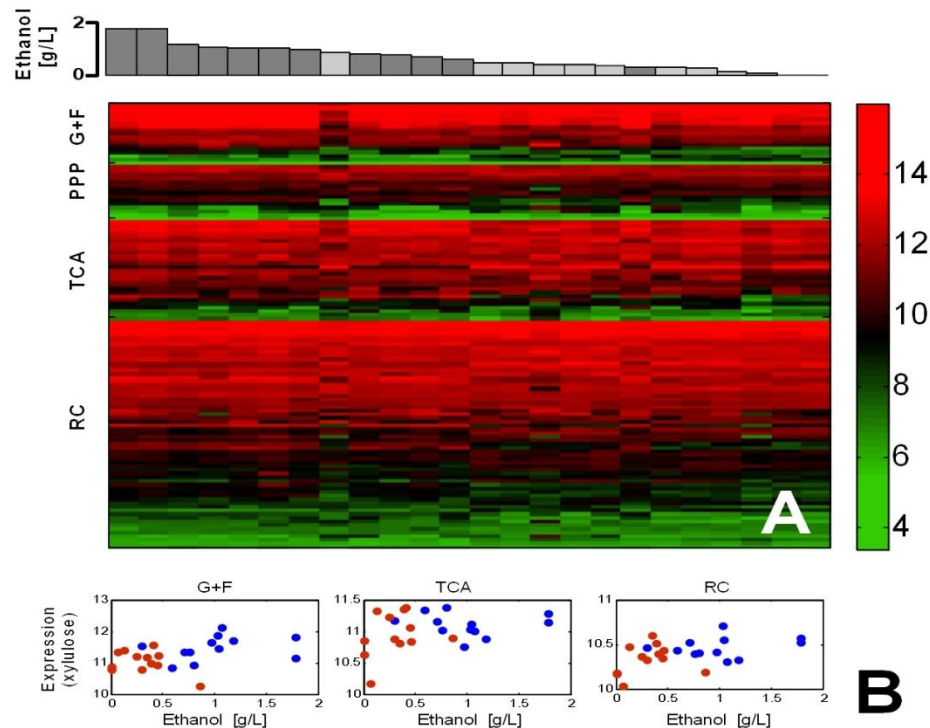

(A) Absolute levels of expression on xylulose of genes participating in glycolysis and fermentation (G+F), the PPP, the TCA cycle and the respiratory chain (RC). Genes for which data from less than 14 strains existed were omitted. The complete list of genes can be found in **Additional file 7**. Each column represents data from an individual strain. Ethanol production level on xylulose of the respective strain is shown above, for each *S. cerevisiae* (dark gray) and *S. paradoxus* (light gray) strain. The columns are sorted according to the level of ethanol production. (B) Mean absolute levels of expression on xylulose over all genes participating in glycolysis and fermentation (G+F), the TCA cycle and the respiratory chain (RC) for each of the 12 *S. cerevisiae* (blue) and 12 *S. paradoxus* (red) strains, vs. ethanol production levels.

# Supplementary material for: Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast
**Source:** PLoS One. 2014 Feb 12;9(2):e88801. doi: 10.1371/journal.pone.0088801
**Supplement:** Figure S4 — Gene groups expression on glucose.

# Gene groups expression on glucose

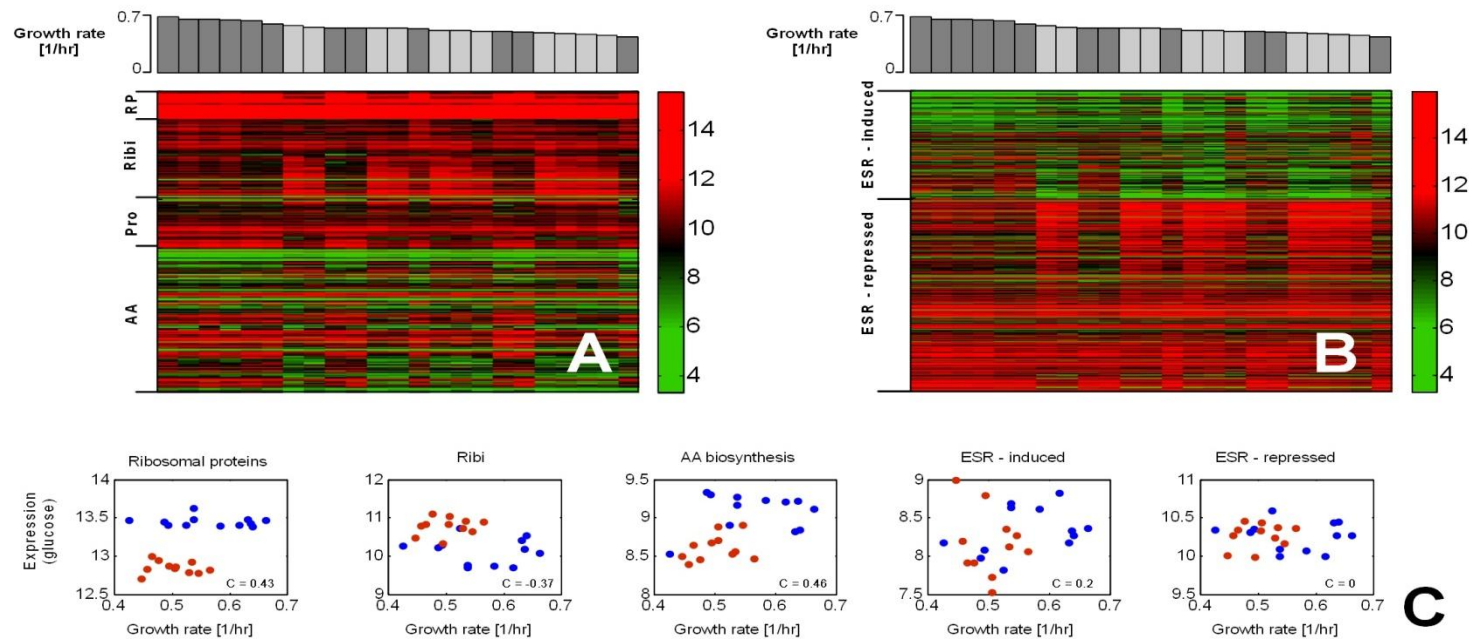

(A,B) Absolute levels of expression on glucose of genes belonging to the RP, Ribi, proteasome (pro) and amino acid biosynthesis (AA) gene groups (A), and genes induced or repressed during the ESR (B). Genes for which data from less than 14 strains existed were omitted. The complete list of genes can be found in **additional file 7**. Each column represents data from an individual strain. Growth rate on glucose of the respective strain is shown above, for each *S. cerevisiae* (dark gray) and *S. paradoxus* (light gray) strain. The columns are sorted according to growth rate. (C) Absolute levels of expression on glucose over all genes belonging to the RP, Ribi and amino acid biosynthesis (AA) gene groups, as well as genes which are induced and genes which are repressed during the ESR, for each of the 12 *S. cerevisiae* (blue) and 12 *S. paradoxus* (red) strains, vs. growth rate.

# Supplementary material for: Coordination of Gene Expression and Growth-Rate in Natural Populations of Budding Yeast
**Source:** PLoS One. 2014 Feb 12;9(2):e88801. doi: 10.1371/journal.pone.0088801
**Supplement:** Figure S5 — Gene groups expression on xylulose.

# Gene groups expression on xylulose

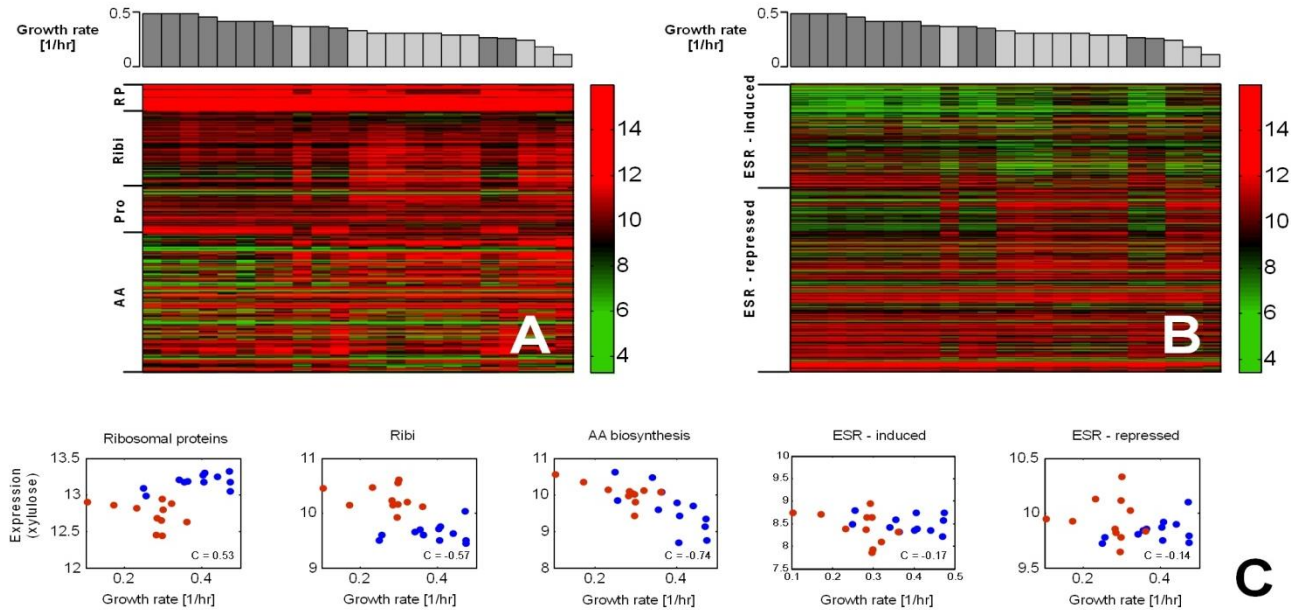

(A,B) Absolute levels of expression on xylulose of genes belonging to the RP, Ribi, proteasome (pro) and amino acid biosynthesis (AA) gene groups (A), and genes induced or repressed during the ESR (B). Genes for which data from less than 14 strains existed were omitted. The complete list of genes can be found in **Additional file 7**. Each column represents data from an individual strain. Growth rate on xylulose of the respective strain is shown above, for each *S. cerevisiae* (dark gray) and *S. paradoxus* (light gray) strain. The columns are sorted according to growth rate. (C) Absolute levels of expression on xylulose over all genes belonging to the RP, Ribi and amino acid biosynthesis (AA) gene groups, as well as genes which are induced and genes which are repressed during the ESR, for each of the 12 *S. cerevisiae* (blue) and 12 *S. paradoxus* (red) strains, vs. growth rate.

How the deposited data were processed for this re-analysis (not part of the article)

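Gene expression of 12 S. cerevisiae strains was measured on custom Agilent 2-colour arrays during growth on glucose (12 samples, 1 per strain) and on xylulose (24 samples, 2 per strain, 1 labelled with Cy3 and 1 with Cy5). The arrays lie on 4 slides, of which 2 hold the glucose samples and 2 the xylulose samples. The 12 S. paradoxus strains of the study were not analysed here. Growth rates and ethanol production are the paper's values from Table S1.

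The values used are the processed signal intensities that the authors deposited per spot. Agilent's Feature Extraction software had subtracted the background, with surrogate values for spots near it, had detrended the array and had normalized the dyes within the array, and nothing had been normalized between arrays. The mean and background intensities of the same scanner files, as deposited, are not corrected and served for the alternative background correction. The deposited table of series values holds processed intensities of 1 channel per sample. Its columns equal the labelled channel for 30 samples and the other channel of the array for 6 glucose samples, and it was used only as an alternative. No other column of values per sample was used.

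From the processed intensities, the log2 value of the labelled channel was taken, control spots and outlier spots were left out, and saturated spots were kept. The median was taken over the repeats of a probe and then over the probes of a gene, and all 36 samples were brought to the same distribution by quantile normalization. These steps follow the paper's methods, except that the correction for the distance of a probe from the 3′ end was not repeated. No file gives positions of probes, and their sequences were not placed on a reference genome. The 2 xylulose samples of a strain were averaged, since neither the labels nor the methods say whether they are separate cultures. The log ratio is the log2 level on xylulose minus that on glucose in the same strain.

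The strains pair the samples. The deviations of the glucose sample and of the xylulose mean from the means over strains had correlations across genes between 0.29 and 0.72 (median 0.52) in the 12 strains, so that the comparisons of the sugars were made within strains.

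The numbers of the probe sets are not paired with genes in any file or table at hand, and no name was taken from the order of the numbers. For the 16 genes of Table S3, the probe set with the smallest root mean square distance between its 12 log ratios and those of the table was sought among 6230 probe sets. It was accepted where the next probe set was at least 1.5 times as far and where 0 of 1000 shuffles of the strains gave a probe set as close. The 6 accepted matches had distances to the next probe set of 1.78 to 4.90 times their own. When only the strains with a Cy5 glucose sample were used, 5 of the 6 remained the nearest probe set, and SOL3 took rank 8. When only those with a Cy3 glucose sample were used, 4 of the 6 did, and the lowest rank was 3. The rule was set after the log ratios had been seen. The match was tested on simulated data with noise of 0.14 (SD, log2) for 200 genes, with 115 right, 0 wrong and 85 unmatched. The simulated log ratios were those of probe sets of the array plus this noise, without the rule on shuffles. They hold no difference in processing from the paper, so that the 0 does not exclude a wrong match.

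Changes of single genes were tested by sign-flip permutation of all 4096 sign patterns, two-sided, and a threshold of 0.05 was used when the alternatives were compared. Correlations over strains are Pearson's r with Spearman's rho beside it, with two-sided permutation tests of 100000 resamples, or all 720 orders within a set of 6 strains, and with the paper's threshold of 0.01. The 2 strains farthest from the median were then left out. Changes across all genes were tested with limma 3.58.1 in R 4.3.3 on the 12 log ratios per gene against 0, with an adjusted p under 0.05 and a change of at least 1 on the log2 scale, and the relation of the level on xylulose with the growth rate on xylulose was tested with limma at an adjusted p under 0.05. Both fits were tested on simulated data of 6230 genes in which 200 were changed. For the change on xylulose 197 of these were recovered (98.5%) with 1 other gene called, and for growth rate 192 (96.0%) with 11 other genes called. The simulated effects were large, a shift of 1.5 on the log2 scale or a slope of 2 SD of the gene per SD of growth rate. The noise was drawn separately for each gene. These shares therefore do not give the power for smaller effects or for genes that vary together. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

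The genes to be named were the genes that the paper names in its text, the genes of Table S3, and those with the largest changes on xylulose among the genes past the threshold and changed the same way in all 12 strains. Since the probe sets are not named, the last part was limited to 2 probe sets that rose and 2 that fell, given by their numbers.

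The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), leaving out genes with low signal (well above background in fewer than 18 of the 36 samples, which left 5604 genes), the mean over probes, the series values, the xylulose sample with the dye of the glucose sample only, loess within and Aquantile between the xylulose arrays, an unpaired comparison, the dye of the glucose sample as a block, the change in growth rate, Spearman's rho, no minimum change, leaving out the Cy3 or the Cy5 xylulose samples, and leaving out each strain in turn. Added after the data had been seen were the slide as a random block, each of the xylulose slides alone, and the log ratio in place of the level for the relation with growth rate.

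Left out were all results for the gene groups of Table S2, namely ribosomal protein, ribosome biogenesis, amino acid biosynthesis, stress response, proteasome and metabolic genes. Their genes were not joined to the arrays, since the probe sequences were not placed on a reference genome. For the same reason the tests of gene sets, the comparison with random gene lists and the label check with marker genes of the laboratory strain were not run. The other channel of the glucose arrays entered no result besides the check of the series values.

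Between 90.0% and 95.7% of the spots of a sample were well above background (median 93.9%). The number of arrays and strains limits the precision of every value.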

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

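All tests in this part were chosen after the result had been seen.

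The columns of the deposited series values for the 6 glucose samples labelled with Cy3 (YJM269, T7, YPS1009, CLIB215, BY4743 and CBS7960) hold the Cy5 channel of their arrays. The paper does not report on this channel, and a signal of the labelled strain appears in it. For each of the 5060 genes with 3 probes, the deviation of each probe from the median of its gene was taken. The deviations in these columns correlated with those of the labelled strain's xylulose samples with a median r of 0.577 (0.097 to 0.645), and were highest with the labelled strain in 6 of 6 columns. In CBS7960 the value, 0.097, was the lowest of the 6 and close to the 0.081 with the next strain. The labelled Cy3 channel gave a median of 0.328 (0.034 to 0.514) with the same xylulose samples.

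For the 5 columns other than that of CBS7960, the tables argue against RNA of another strain and against a carry-over. RNA of another strain in this channel would give the highest correlation with another strain, which was the case in none of the 6 columns. Deviations carried over from the labelled channel of the same array would also appear on the xylulose arrays, where the channels hold different strains, and there the median r of a sample with the strain of its array partner was 0.0031 (−0.216 to 0.103), against 0.354 (−0.037 to 0.637) with its own strain. The own-strain values of CBS7960 (−0.037) and T73 (0.089) lie within the range of the partners. For the column of CBS7960, with 0.097 for the labelled strain, 0.081 for the next strain and up to 0.103 for an array partner, neither explanation can be excluded. Its reference was the mean of the 2 xylulose samples of CBS7960, which had r = −0.037 with each other. The labelled glucose channel of CBS7960 gave only 0.034 with this reference, so that a low value with it cannot decide. A further explanation is argued against. That these columns, and not the labelled channel, hold the glucose values behind Table S3 would bring them closer to the table. For the 3 genes whose probe sets were found from the other 6 strains alone, the median root mean square distance to Table S3 was 1.76 with these columns and 0.10 with the labelled channel. 2 of the 3 genes lay closer with the labelled channel, and GND2, which did not pass the rule for a match over all 12 strains, lay closer with the columns (0.82 against 1.58).

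A candidate explanation that stays open is that the channel in these columns holds RNA of a culture grown on xylulose. On 397 genes higher and 302 genes lower on xylulose, chosen in the other 6 strains, the mean level of the higher genes minus that of the lower genes gave a score of −1.35 to −0.59 (median −0.98) in the labelled glucose channel, of 1.18 to 1.79 (median 1.48) in these columns, and of 1.81 to 2.14 (median 1.99) in the xylulose samples. The score lay nearer to xylulose in 6 of 6 columns. The paper's methods state that the colours of an array labelled different strains and sometimes different sugars. A culture on a different carbon source with a similar profile was not tested.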

How the results depend on the processing

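The slide as a random block, each xylulose slide alone and the log ratio in place of the level were chosen after the result had been seen; all other alternatives were set before the data were examined. The cause of a change was not tested unless one is named.

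The number of genes changed on xylulose, 771 with 415 higher and 356 lower, stayed within 1.5 times under 23 of 25 alternatives. The fewest of these 23 came with normexp, 517 genes with 301 higher and 216 lower, so that the count depends on the background correction. Without a minimum change, which is a wider criterion, the number was 3702. With the series values, in which 6 glucose columns hold another channel, it was 370, with 132 higher and 238 lower. Of the 370 genes, 275 were shared with the 771. With the strain pairing dropped (no replicate block) it was 736, of which 732 were shared, and with the slide as a random block it was 737, all of them shared. The fit with the slide cannot separate the sugars from the slides, since each slide holds 1 sugar only. With 1 strain or 1 set of xylulose samples left out, the number of genes lay between 757 and 791. Without the pairing, the mean log ratio of XKS1 was 0.39 (p = 0.0522). The 4 named probe sets kept their direction and their side of the threshold under all alternatives.

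The number of genes related to growth rate on xylulose at an adjusted p under 0.05 (limma), 0 with 1189 at an unadjusted p under 0.05, was 2 with scaling to the 75th percentile, 1 without the genes of low signal and 2 with the second xylulose slide alone. With 1 strain or 1 set of xylulose samples left out it lay between 0 and 65. It was 65 without YJM269, 27 without the Cy3 and 6 without the Cy5 xylulose samples, 2 without Y12 and 1 without EC1118. Leaving out a dye on xylulose also puts the strain sets on different slides. Without T7, 628 genes had an unadjusted p under 0.05.

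The mean log ratio of XKS1, 0.39, was −0.33 with the series values, 0.72 (p = 0.0127) with the xylulose samples of the same dye as the glucose sample, which are those of the first xylulose slide, and 0.06 with the second slide. With 1 strain or 1 set of xylulose samples left out it lay between 0.29 and 0.50, and the highest value, without CLIB324, had p = 0.0469.

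The correlations of XKS1 lie near 0 and changed sign without passing the threshold of 0.01. For the log ratio and growth rate r was −0.00056 with scaling to the 75th percentile, −0.138 with the same dye, −0.0296 with the dye of the glucose sample as a block, and −0.297 to 0.347 with strains or xylulose samples left out. For the log ratio and ethanol production it was −0.102 to 0.350 with strains or xylulose samples left out. For the level and ethanol production it was −0.00049 with the dye block and −0.143 to 0.308 with strains or xylulose samples left out.

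Of the matched PPP genes, 4 had a correlation with ethanol production below −0.3, and 0 above 0.3. The number past 0.3 in either direction was 2 with the dye block and between 2 (without Y12) and 5 with strains or xylulose samples left out, where the 5, without the Cy3 xylulose samples, are 4 below −0.3 and XKS1 above 0.3 (0.308). ZWF1 stayed negative under all 24 alternatives (−0.869 to −0.643, p = 0.00026 to 0.0281) and no longer passed 0.01 under 4 of them, namely Spearman's rho, the second xylulose slide, and without Y12 or CLIB215. SOL3, GND1 and PRS4 stayed negative and did not pass under any. RKI1 was −0.112 with Spearman's rho, −0.202 with the dye block, −0.160 with the second slide, and −0.132 to 0.248 with strains or xylulose samples left out.

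For the log ratio and growth rate, the series values gave 0.531 for ZWF1, −0.333 for RKI1 and −0.431 for PRS4. PRS4 was also −0.0798 with the mean over probes, −0.0157 with the second slide, and −0.195 to 0.437 with strains or xylulose samples left out. GND1 lay between −0.321 and 0.00477 with strains or xylulose samples left out. RKI1 stayed positive under all others but no longer passed 0.01 under Spearman's rho, the second slide, without the Cy3 xylulose samples and with the change in growth rate. SOL3 stayed negative under all 24 and no longer passed under 7, among them the dye block (−0.675, p = 0.0162). It ran from −0.862 (permutation p = 0.00024) with the change in growth rate to −0.543 (p = 0.0693) with the series values.

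Over all results and alternatives, with a threshold of 0.01 for the p of correlations and of 0.05 for that of single-gene changes (adjusted p of limma for the 4 named probe sets, sign-flip permutation p for XKS1), 442 values kept their direction and side of the threshold, 32 reversed, 15 no longer passed it, 2 newly passed it (the change of XKS1 with the same dye and without CLIB324), and 12 moved by more than their spread or by more than 1.5 times. The alternatives for gene groups (the median over the genes of a group) and the gene set test with fry in place of camera were not run. The setting without the correction for the 3′ end was not run either. The genes had not been named, and the probe sequences had not been placed on a reference genome. Signal over background limits the named probe set Dal_3124, which was well above background in 4 of 12 glucose samples, so that its change depends on values near background: it was 8.04, 6.06 with normexp and 4.78 with the series values.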

Differences from the paper's values

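The choice of the 6 genes compared here was made after the result had been seen, and the tests of their correlations were chosen before. The paper's correlations are over 24 strains of both species except that of GND1, and those here are over the 12 S. cerevisiae strains, so that the values do not describe the same set of strains.

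For the level on xylulose and ethanol production on xylulose, the paper's correlation in Table S3 is 0.410 for ZWF1, and the value here is −0.808. For SOL3 the paper's value is 0.147 and the value here is −0.353. For RKI1 the paper's value is −0.680 and the value here is 0.0817. For PRS4 the paper's value is −0.704 and the value here is −0.346, with the same sign. For XKS1 the paper's value is −0.421 and the value here is 0.122. A value was counted as different where it lay more than 1 jackknife standard error of the value here from the paper's (0.144 for ZWF1, 0.328 for SOL3, 0.298 for RKI1, 0.203 for PRS4 and 0.261 for XKS1), and by this narrow measure all 5 differed under all 22 of the alternatives set before the data were examined. By the approximate 95% interval of r with 12 strains (Fisher's z), the paper's value lies outside for ZWF1 (−0.944 to −0.437) and RKI1 (−0.516 to 0.626), and inside for SOL3 (−0.771 to 0.277), PRS4 (−0.767 to 0.285) and XKS1 (−0.486 to 0.650), so that these last 3 are not differences beyond the error of 12 strains. The GND1 value of the paper, over the 12 S. cerevisiae strains, is −0.390 and the value here is −0.397, which is within 1 jackknife standard error (0.304).

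The paper states that most genes of the oxidative phase were inversely correlated with ethanol production. In Table S3 the value is negative for 5 of the 7 genes from ZWF1 to RKI1, and positive for ZWF1 and SOL3. By the threshold of Fig. 2D, GND1 (−0.390), RPE1 (−0.317) and RKI1 (−0.680) lie below −0.3. SOL4 (−0.170) and GND2 (−0.0865) are negative but lie between the thresholds. Of the 4 of these 7 genes that could be matched, 3 had r below −0.3 here. Among them ZWF1 alone passed the threshold of 0.01. These values do not go against the paper's statement. The difference is in single genes: in Fig. 2D the paper marks ZWF1 as positively correlated, and it was the most negatively correlated of the matched genes here. The paper also reports a negative correlation for the level of XKS1, where r was near 0 here (rho = 0.0490), with an interval that includes the paper's value.

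The paper states a GC content of 43.44% for the second group of probes, and 26 of 60 bases give 43.3%.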

Other observations

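The test of other splits for the genes changed on xylulose and the test of probes in BY4743 were set beforehand; the tests of growth rate, of the xylulose slides, of ZWF1, RKI1 and SOL3, and of the label of CBS7960 were chosen after the result had been seen.

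Over 6230 genes, 771 changed on xylulose by at least 1 on the log2 scale at an adjusted p under 0.05 in limma, of which 415 were higher and 356 lower, and 556 of them (325 higher, 231 lower) changed the same way in all 12 strains. The largest rises among these were those of probe set Dal_3124, by 8.04 (standard error 0.39, higher in 12 of 12 strains), and of Dal_3394, by 5.93 (standard error 0.29, 12 of 12 strains). Dal_3124 was well above background in 4 of 12 glucose samples and Dal_3394 in 11 of 12, so that the size of the rise of Dal_3124 rests on glucose values near background. With normexp it was 6.06, and that of Dal_3394 was 5.00. The largest falls were those of Dal_1499, with a change of −4.78 (standard error 0.37), and of Dal_1227, with −4.72 (standard error 0.38), both lower in 12 of 12 strains. The files do not pair these numbers with genes. Of 100 splits of the sugars within strains, the real one included, 1 gave as many genes, and the highest count of another split was 1 gene, so that chance can be excluded. Each slide holds samples of 1 sugar only, so that a difference between slides cannot be told apart from one between sugars. With the slide as a random block 737 genes were called, but that fit cannot separate them either.

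The 2 xylulose samples of a strain differ by slide. The difference between the first and the second xylulose slide had the same sign in all 12 strains for 810 genes, where chance gives 0.0488% of 6230 genes, and 1.72% of the genes differed by at least 1 at an adjusted p under 0.05 in limma. Of 100 splits of the samples within strains, the real one included, 1 gave as many genes, and the highest count of another split was 0, so that chance can be excluded. The dye is balanced over the slides, and the difference between Cy5 and Cy3 had the same sign in all strains for 22 genes, with 0 genes past the threshold and 558 at an unadjusted p under 0.05 in limma, which argues against the dye. The probe set matched to XKS1 was higher on the first slide in 11 of 12 strains, by a mean of 0.66 ± 0.38 (SD, n = 12). Whether the slides differ through hybridization or through separate cultures stays open, since the slide and a possible run of cultures coincide. No biological explanation was tested.

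No gene was related to growth rate on xylulose at an adjusted p under 0.05 in limma, with 1189 genes (19.1%) at an unadjusted p under 0.05. Of 100 orders of the growth rates over the strains, the real one included, 2 gave as many genes at the unadjusted threshold. The median of the other orders was 264 and their highest count was 1221, so that chance is argued against for this count at a share of 0.05. The unadjusted count was taken after the adjusted count of 0 had been seen. By the adjusted count chance is not excluded, since 8 of the other orders gave at least 1 gene, up to 8, and the real order gave 0. The count fell to 628 without T7, and it was 900 with the dye of the glucose sample as a block. With the log ratio in place of the level, 0 genes passed and 1232 had an unadjusted p under 0.05.

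Between the strains whose glucose samples were labelled with Cy5 and with Cy3, 0 genes differed at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 475 genes for the log ratio, 439 for the level on glucose and 591 for the level on xylulose. The dye, the slide and the strains of these sets cannot be told apart on glucose.

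Over the 12 S. cerevisiae strains, the log ratio of the probe set matched to RKI1 rose with the growth rate on xylulose, with r = 0.836 (permutation p = 0.00086, Benjamini-Hochberg 0.00516 over 6 genes) and rho = 0.720 (permutation p = 0.0102). Chance among the relations computed is argued against by the value of 0.00516. Without T7 and YJM269, the slowest strains, r was 0.518 (permutation p = 0.127), so that the relation rests on those strains. It was 0.398 (exact permutation p = 0.439) within the strains with a Cy5 glucose sample and 0.931 (exact permutation p = 0.0139) within those with a Cy3 glucose sample, which argues against a difference between the sets as the whole of it. In the paper's log ratios of Table S3, r of RKI1 with the growth rate was 0.835 within S. cerevisiae (permutation p = 0.00075), −0.316 within S. paradoxus (p = 0.356, 11 strains) and 0.237 over both species (p = 0.276), so that the relation was not seen in the other species. The paper does not report this relation.

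The log ratio of the probe set matched to SOL3 fell with the growth rate on xylulose, with r = −0.743 (permutation p = 0.00609) and rho = −0.692 (permutation p = 0.0152). Its Benjamini-Hochberg value over 6 genes was 0.0183, above the threshold of 0.01, so that chance among the relations computed stays open. Within the strains with a Cy3 glucose sample r was −0.754 (exact permutation p = 0.0778) and within those with a Cy5 glucose sample −0.119 (exact permutation p = 0.801), so that a difference between the sets of strains and a relation with growth rate cannot be told apart with 6 strains per set. Without T7 and YJM269 r was −0.568 (permutation p = 0.0729). In the paper's log ratios of Table S3, r of SOL3 with the growth rate was −0.116 within S. paradoxus (permutation p = 0.741, 11 strains).

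The level of ZWF1 on xylulose fell with ethanol production over the S. cerevisiae strains (r = −0.808), where Table S3 gives a positive value over both species. A difference between probes through the sequence of the strains is argued against by the 3 probes, the highest of which had r = −0.739. Whether 1 strain decides the correlation cannot be told, since with 1 strain left out r stayed at or below −0.703 but p rose to 0.0237 without Y12. A candidate explanation for the opposite signs is a difference between the species that runs against the relation within them. In the paper's Table S3 log ratios of ZWF1, which are not the levels, r with ethanol production was 0.321 over both species, −0.398 within S. cerevisiae and −0.415 within S. paradoxus.

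The strain labels were checked by the deviations of 15180 probes from the median of their gene, centred within sugar and dye, with the array partner left out. The centring and this exclusion were added after a first comparison without them had been seen. The best partner of a sample was a sample of the same strain in 29 of 36 samples, namely 12 of 12 on glucose and 17 of 24 on xylulose. The 7 others were the Cy3 sample of BY4743, the Cy5 samples of EC1118 and CBS7960, and both samples of T73 and CLIB324. The Cy5 xylulose sample of CBS7960 had its highest r, 0.390, with the Cy3 xylulose sample of CLIB324, against 0.121 with its own strain, while the Cy3 sample of CBS7960 was highest with its own glucose sample (0.344). Between these 2 samples the highest r was mutual, since the Cy3 sample of CLIB324 had 0.241 with its own strain. In the gene levels, as deviations from the mean of the sugar, the 2 xylulose samples of CBS7960 had r = −0.131, against 0.395 to 0.793 in the other 11 strains, and the Cy5 sample had 0.0973 with its glucose sample and 0.317 with the nearest sample of another strain, again CLIB324, whereas the Cy3 sample had 0.531 with its glucose sample. For the Cy5 sample of CBS7960, an array of poor quality is argued against. Its median SD of the repeats of a probe was 0.117 (0.0677 to 0.182 in the other 23 xylulose samples). It had 94.1% of its spots well above background (92.1% to 95.7%), 1 outlier spot and 0 saturated spots. The quality of the RNA was not tested. A candidate explanation that stays open is a mislabelled sample. A swap of labels with the Cy3 xylulose sample of CLIB324 is argued against, since in the gene levels that sample was nearest to the other xylulose sample of CLIB324 (0.558). Without CBS7960, 763 genes changed on xylulose and the correlation of ZWF1 with ethanol production was −0.809. In the gene levels, both xylulose samples of T73 were nearer to BY4743 (Cy3 0.4996, Cy5 0.563) than to each other (0.395). Those of T7 were nearer to YPS1009 (0.724 and 0.668) than to each other (0.625). In the probe deviations, all samples of T7 and YPS1009 and the glucose sample of T73 were nearest to their own strain. A mislabelled xylulose sample of T73 was not excluded. Without T73 the correlation of ZWF1 with ethanol production was −0.846.

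Probes that lay at least 1 below the other probes of their gene in 1 strain alone numbered 10 in BY4743 and 3 to 48 (median 23) in the other strains, and 10 of these 11 strains had more low than high probes. BY4743, the laboratory strain, had 14 high probes and took rank 4 from the fewest low probes, so that sequence differences from the reference cannot be told apart from other sources for these probes.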
